A study of Mus musculus with 4 samples.

How the data were processed

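Single-cell RNA profiles of 4 mouse medulloblastomas were analysed. All 4 tumours came from untreated mice at postnatal day 16 that carried the hGFAP-Cre driver, the activated Smoothened allele SmoM2 and floxed alleles of Prkaa1 and Prkaa2. Per the labels' protocols, tumours were dissociated with papain and 3′-biased, cell-indexed cDNA libraries were made with Drop-seq, in which a single cell and a barcoded bead share a droplet. The deposited values are whole-number counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization, in 1 table per tumour. The labels' protocols give no aligner, counting software, genome build, annotation or barcode filter. Every deposited barcode had at least 195 detected genes.

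The labels place all 4 samples in 1 group, tumours with Prkaa1 and Prkaa2 deleted. The stated purpose of the series includes a comparison with tumours that kept both genes. No labelled sample has that genotype, so that comparison was not analysed here. A further 6 tables of the series, with 11203 cell columns, carry cell names that match no sample's labels and were not used here.

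Cells were kept with at least 500 UMIs, at least 200 genes, a mitochondrial share of UMIs of at most 10% and at most 4 SD above their tumour's median in UMIs and genes. Doublets were called per tumour with Scrublet (scanpy 1.11.5) at its automatic threshold, with an expected share of 6%. It marked 3, 6, 7 and 7 cells in tumours 1 to 4, which were removed before clustering. Counts of Prkaa1 and Prkaa2 and whole-tumour profiles used all filtered cells. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were taken after leaving out the gene sets tested later, mitochondrial, ribosomal-protein, predicted (Gm), sex-linked and Cre features. Values were centred and scaled within each library, because clustering without this step separated the libraries. That step was chosen after the data were examined. It was followed by 30 principal components (scikit-learn 1.9.0), 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1.

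Clusters were named from marker lists fixed before the data were examined. A name required at least 4 markers of a class among the 50 genes with the highest fold over other cells and a mean log2 fold of at least 0.4 over the list, and otherwise the cluster stayed unnamed. These thresholds were set after the data were examined. Cells with UMIs of at least 4 markers of a microglial, endothelial, mural or fibroblast list were assigned to that class one by one. The lists for GABAergic interneurons and for neutrophils or lymphocytes had 2 markers each among the genes in the tables, and that for unipolar brush or glutamatergic nuclear neurons had 3, so these could name no cluster. In the main setting the only lists that named a cluster were those of cycling granule-lineage progenitors, differentiating granule neurons, oligodendrocytes and endothelial cells.

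Counts were summed per tumour and class, since cells of one tumour are not replicates. Sums of cycling progenitor-like and granule neuron-like cells were compared with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05) with the tumour as a block. Both sums of a tumour come from 1 animal. Their deviations from the class means correlated across 2312 genes with r of 0.67, 0.46, 0.65 and 0.75 in tumours 1 to 4. Counts of genes leave out the clustering features. The classes were themselves built from expression in the same cells, so the adjusted p-values describe how the classes differ and are not independent evidence that they exist. A standard error is the log2 fold change divided by the square root of the F statistic. The 6 fixed gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01. A set shift is the mean log2 fold of its genes minus that of all other tested genes. Named genes were Prkaa1, Prkaa2, the members of the fixed sets and of a stem or glial and a Sonic hedgehog (SHH) list, and per direction the 5 largest folds outside the clustering features with adjusted p under 0.05, mean CPM of at least 50 and the same sign in every tumour. The values of 1 gene of these lists are not reported here.

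The edgeR step was tested on simulated counts for the comparison of cycling progenitor-like and granule neuron-like sums, with 200 genes changed. Of these, 145 passed the filter on low counts, among them 100 of 100 raised genes and 45 of 100 lowered genes. The step ran on 2092 genes. It recovered 100% of the tested 4-fold changes, 82.7% of the 2-fold rises and 68.2% of the 2-fold falls, and 4.44% of its calls were false. Of 200 random sets drawn from all simulated genes, changed ones included, 2.5% had a camera p under 0.05. Counts were simulated independently for each gene, so this share does not test the preset correlation for genes that vary together.

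Shares of cells with a marker UMI were taken after thinning each cell to 500 UMIs. Intervals are exact at 95%, Poisson for counts and Clopper-Pearson for shares, and cover counting error only. For a share of 0, the share that 3 cells would give is printed as the limit beside the exact upper bound. Tumours were compared by Pearson's r of log2(CPM + 1) across genes with a mean of at least 10 UMIs and by a chi-square test of counts. Transcript length and GC content were taken from the longest transcript per symbol in GENCODE M21, which covered 99.4% of 7731 genes.

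The alternatives tried were DESeq2 1.42.0, upper-quartile scaling, library size only, no filter on low counts, no replicate block, sums thinned to one total, clustering at resolutions 0.5 and 2, doublets kept, at least 1000 UMIs and 500 genes, a class per cell from the most marker UMIs, fry, camera with an estimated correlation, thinning to 1000 UMIs or none, all barcodes, a mean of at least 50 UMIs, and leaving out each tumour. Alternatives with no mitochondrial limit, with a limit that leaves out mitochondrial rRNA, with no centring by library and with tumours 1 and 2 or tumours 3 and 4 alone were added after the data were examined. The set tests under upper-quartile scaling, thinned sums, other resolutions, doublets kept and deeper cells were added then too.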

Results

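Cells of 4 medulloblastomas with Prkaa1 and Prkaa2 deleted were profiled by Drop-seq. The genes encode the α1 and α2 catalytic subunits of AMP-activated protein kinase (AMPK). SmoM2 activates SHH signalling in cells in which hGFAP-Cre has acted, and the same recombinase deletes the floxed alleles. The tables held 6734 barcodes and 4491609 UMIs. Tumours 1 to 4 contributed 965247, 1408505, 666213 and 1451644 UMIs over 1309, 2828, 952 and 1645 barcodes. The median barcode had 576, 360, 581 and 690 UMIs in tumours 1 to 4. Filtering left 358, 274, 553 and 1050 cells with medians of 793, 777, 805 and 969.5 UMIs. The mitochondrial share of UMIs over all barcodes was 12.3% in tumour 1 and 15.2% in tumour 2, against 2.79% in tumour 3 and 2.43% in tumour 4. Of the barcodes, 727, 2333, 23 and 74 exceeded the limit on that share. Without the limit, 753, 770, 558 and 1067 cells passed.

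The targeted genes were examined first. In GENCODE M21 (GRCm38), used here for lookup since the labels state no build, Prkaa1 lies on chromosome 15 from 5143861 to 5181899 on the plus strand. Prkaa2 lies on chromosome 4 from 105029874 to 105109890 on the minus strand. In filtered cells, Prkaa1 had 4, 1, 3 and 5 UMIs in tumours 1 to 4, a mean of 6.69 ± 3.79 CPM (SD, n = 4). Prkaa2 had 5, 1, 10 and 14 UMIs, a mean of 12.8 ± 6.57 CPM (SD, n = 4). In filtered cells the exact 95% intervals of tumours 1 to 4 overlapped for both genes, from 0.109 to 31.3 CPM for Prkaa1 and from 0.109 to 36.6 CPM for Prkaa2. The alternative that moved Prkaa1 most was to use all barcodes (8.86 CPM). There tumour 1 had 19.7 CPM (11.9 to 30.7), above tumour 4 at 4.13 CPM (1.52 to 9.0) with no overlap of the intervals, and tumours 2 and 3 had 7.10 and 4.50 CPM. Prkaa2 moved most with at least 1000 UMIs and 500 genes per cell (6.91 CPM). With no labelled tumour of intact genotype, these counts give no level to compare with. A 3′ count does not show whether a transcript has lost its floxed exons.

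Vessel, meningeal and immune cells, in which hGFAP-Cre is not active, were to serve as an internal reference for the deletion. Only 6, 3, 4 and 6 filtered cells of tumours 1 to 4 had UMIs of at least 4 markers of such a class. With the cells of the endothelial cluster added and doublets removed there were 6, 3, 6 and 6. Both are under the minimum of 20 per tumour, so the test was not made. The 19 cells with 4 markers held 25830 UMIs, with 0 of Prkaa1 and 1 of Prkaa2. Their upper 95% limits were 143 CPM for Prkaa1 and 216 CPM for Prkaa2, against 5.86 and 13.1 CPM measured in the remaining cells. A difference between the lineages was not detectable at this depth. Over all barcodes, unfiltered, there were 20, 22, 8 and 12 such cells, with 0 Prkaa1 UMIs and 1 Prkaa2 UMI among 86326, and no test was run on them.

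The 4 libraries were compared before they were averaged. Whole-tumour profiles of filtered cells correlated at r = 0.88 between tumours 1 and 2 and at r = 0.92 between tumours 3 and 4, across 7745 genes. The 4 correlations across these pairs lay between 0.61 and 0.71. Genes are not independent replicates, and no p-value is attached to these values. The chi-square statistic exceeded its degrees of freedom by at least 1.87-fold in every pair, so no library was a duplicate of another. The labels give no batch. With genes of at least 50 UMIs on average, the mean correlation across the pairs was 0.52 against 0.66 in the main setting.

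**Figure D1:**
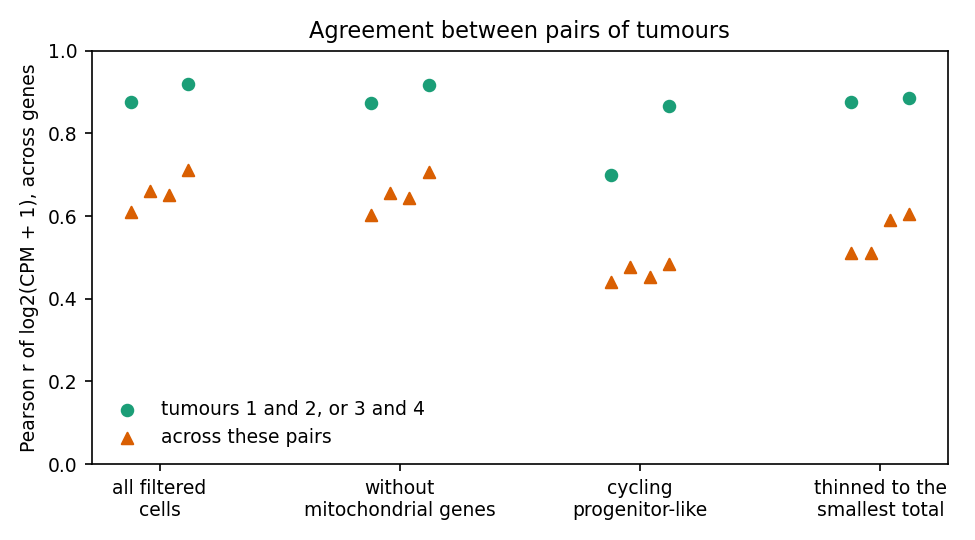
Pearson's r of log2(CPM + 1) across genes for each pair of tumours (y axis) in 4 treatments of the counts (x axis); circles are tumours 1 and 2 or tumours 3 and 4, and triangles are pairs across them. In each treatment both circles lie above all 4 triangles, with triangles between 0.61 and 0.71 for all filtered cells.

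Clustering of the cells left after doublet removal gave 7 clusters. A cluster led by Cenpf, Aspm and Ube2c was cycling progenitor-like, and a cluster led by Neurod1, Cntn2 and Grin2b was granule neuron-like. Cycling progenitor-like cells made up 18.9%, 21.6%, 18.3% and 22.6% of cells in tumours 1 to 4, a mean of 20.4% ± 2.10 (SD, n = 4). Granule neuron-like cells made up 34.1%, 28.7%, 24.7% and 22.0%, a mean of 27.4% ± 5.27 (SD, n = 4). The exact 95% interval for granule neuron-like cells was 29.2 to 39.3% in tumour 1 and 19.5 to 24.6% in tumour 4. Oligodendrocyte-like cells made up 1.65% ± 0.57 and vessel, meningeal or immune cells 1.12% ± 0.46 (SD, n = 4 each). Clusters that stayed unnamed held 43.4%, 47.0%, 54.9% and 52.6% of cells. One of them, led by Hells, Clspn and Tyms, held between 15.3% and 17.9% of cells per tumour. It did not enter the comparison of classes below. At resolution 2 a cluster with Clspn among its leading genes was named cycling progenitor-like, and others with Clspn or Hells stayed unnamed. So the named share is not shown to hold all cycling cells. Another unnamed cluster held 13.8%, 20.5%, 25.3% and 26.4%. Its leading genes included Apoe, Lyz2, Ctss, Hes1 and Atoh1, and 3 microglial markers were among its top 50. Atoh1 belongs to the marker list of granule-lineage progenitors. The microglia-like cluster at resolution 2 held 32 cells, against 523 here, so this cluster as a whole is not called microglial. The last unnamed cluster, led by Pde1c and Abca4, held between 10.4% and 14.1%. Without centring within each library, clusters separated by library and the cycling progenitor-like share was 46.8% and 48.5% in tumours 1 and 2 against 21.4% and 26.6% in tumours 3 and 4, a mean of 35.8%. Unnamed clusters then held 3.38%, 10.1%, 49.6% and 47.2% of cells, so the named shares of tumours 1 and 2 and of tumours 3 and 4 are not on one footing. The granule neuron-like share was then 46.5%, 38.8%, 26.9% and 23.6%, and its mean moved most with doublets kept (38.5%).

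**Figure D2:**
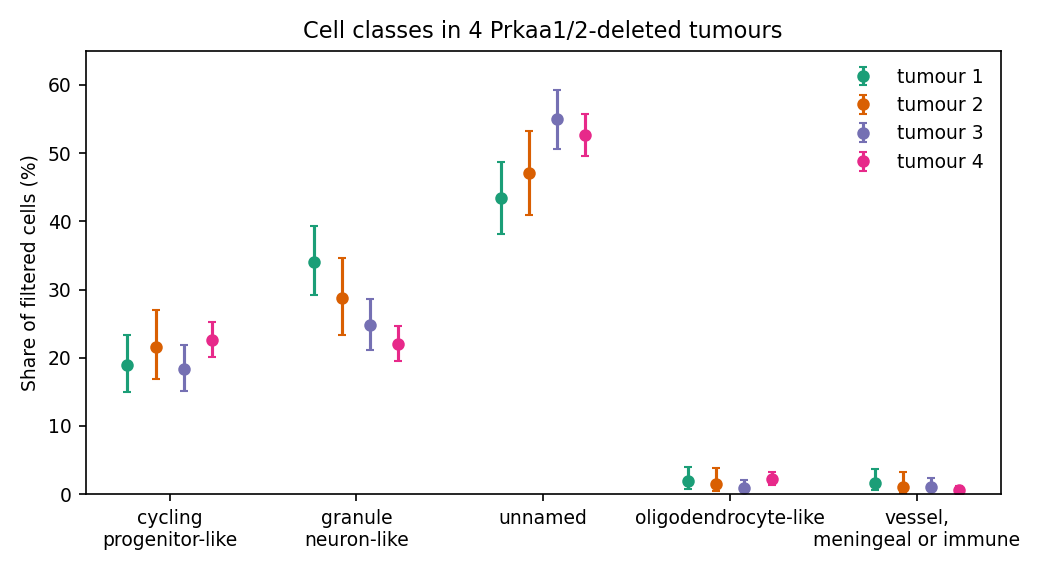
Share of filtered cells (y axis, percent) in each class (x axis) in each of the 4 tumours; points are shares and bars are exact 95% binomial intervals for counting error only. Cycling progenitor-like shares lie between 18.3% and 22.6%, and unnamed clusters hold between 43.4% and 54.9% of cells.

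Gene expression was compared between the cycling progenitor-like and granule neuron-like cells of the same tumours. The sums held 56607 to 347578 UMIs. Of 1913 genes tested outside the clustering features, edgeR's quasi-likelihood test called 701 after Benjamini-Hochberg adjustment, 413 higher and 288 lower in cycling progenitor-like cells. Under upper-quartile scaling 356 were higher and 337 lower. The classes were built from expression in the same cells, so the count describes how they differ. The count of 701 moved most with at least 1000 UMIs and 500 genes per cell, to 120 of 687 genes in 3 tumours. Without the filter on low counts, 1225 of 11843 genes were called. Without the tumour as a block the count was 206. Tumours 1 and 2 alone gave 273 calls of 1274 genes, and tumours 3 and 4 alone gave 1106 of 3299. Log2 folds in the 2 pairs of libraries correlated across 1218 genes (r = 0.84, rho = 0.74). Of 512 called genes tested in both pairs, 493 had the same sign. Without tumour 3 the count was 443, and without tumour 4 it was 364.

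Among genes chosen by the fixed rule, Ckap2l was higher in cycling progenitor-like cells by 5.43 on the log2 scale (SE 0.39, adjusted p = 6.15e-14 by edgeR), and Kif23 by 5.12 (SE 0.39, adjusted p = 3.94e-13), each in 4 of 4 tumours. All 5 risers had few UMIs in granule neuron-like cells, so their ratios are loosely bounded. Ckap2l had 352 UMIs against 6, a ratio of CPM of 47.6 (exact 95% interval 21.7 to 131), and Kif23 had 245 against 6, a ratio of 33.1 (15 to 91.2). D17H6S56E-5 had 157 UMIs against 1, a ratio of 127 (22.5 to 5063). Cdca2 had 143 against 2, a ratio of 58.0 (15.8 to 484). Plk1 had 140 against 3, a ratio of 37.9 (12.7 to 186). The genes that fell most were Sphkap (log2 fold change -3.55), Epb4.1l1 (-3.51), Dpysl3 (-3.19), Arhgap20 (-2.99) and Myt1 (-2.90), each lower in 4 of 4 tumours. Their edgeR adjusted p-values lay between 1.31e-11 for Dpysl3 and 1.87e-06 for Arhgap20.

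Of the 10 genes of the SHH list, 4 passed the filter and all 4 were called, both over all genes and adjusted over the list alone. Ccnd1 was among the clustering features and is not counted as a result. Sfrp1 was higher in cycling progenitor-like cells by 1.16 (SE 0.17, adjusted p = 5.77e-07 by edgeR), Mycn by 1.38 (SE 0.27, adjusted p = 8.11e-05) and Ccnd2 by 0.94 (SE 0.18, adjusted p = 4.25e-05). Each was higher in 4 of 4 tumours. With at least 1000 UMIs and 500 genes per cell, none of Sfrp1, Mycn and Ccnd2 was called, and without the tumour as a block Mycn was not called. Gli1 (67 UMIs against 8) and Hhip (16 against 0) did not pass the filter and were called higher in 4 of 4 and 1 of 1 alternatives that tested them. None of the 9 genes of the stem or glial list passed the filter. Sox9 (93 UMIs against 22) and Nes (35 against 7) were called higher in 4 of 4 and 1 of 1 alternatives that tested them. Both are clustering features, so these calls are not counted as results. Vim was not called in any alternative that tested it. Olig2, Olig1, Sox2, Gfap, Prom1 and Id1 were tested only without the filter on low counts and were not called.

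AMPK and mTORC1 regulate metabolism, and 6 gene sets fixed before the data were examined were compared between the same classes. Few genes of 4 of the sets passed the filter. Of 7 AMPK genes 1 was tested (Stk11), of 19 mTORC1 genes 5, of 19 glycolysis genes 3 and of 15 lipid and sterol genes 3. Neither these sets nor the 65 genes of oxidative phosphorylation passed the threshold by camera (adjusted p = 0.93 for each). The mean shift of oxidative phosphorylation genes (-0.012) and camera's direction (up) differed in sign. So did the mean (-0.17) and median (0.042) of the mTORC1 genes, and the mean (-0.053) and median (0.29) of the glycolysis genes. In the main setting 3 members of these smaller sets were called, all lower in cycling progenitor-like cells. These were Ddit4 (log2 fold change -2.24, SE 0.43, adjusted p = 5.63e-05 by edgeR), Hmgcs1 (-1.49, SE 0.30, adjusted p = 0.000129) and Ldhb (-1.25, SE 0.28, adjusted p = 0.000526), each lower in 4 of 4 tumours. Without the tumour as a block Ldhb was not called. Other members were called in at least 1 alternative, in both directions. These were 3 glycolysis genes higher and 3 lower, 2 lipid and sterol genes higher and 4 lower, and 3 mTORC1 and 2 AMPK genes higher. Among them Aldoa (52 UMIs against 123) was called lower in 10 of 10 alternatives that tested it, and Srebf1 (65 against 10) and Hk2 (51 against 8) were called higher in 7 of 7 and 4 of 4. Pkm (141 against 65), tested in the main setting and not called, was called higher in 7 of 17. Adjusted over the list alone, 1 mTORC1, 1 glycolysis and 3 lipid and sterol genes were called. Of the oxidative phosphorylation genes 4 were called over all genes, each higher in cycling progenitor-like cells, and 0 when adjusted over the list alone, with 9 at an unadjusted p under 0.05 by edgeR.

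Ribosomal-protein genes were the one set with an adjusted camera p under 0.05. The 54 tested genes shifted up in cycling progenitor-like cells by 0.48 (adjusted p = 9.47e-05), and 53 of them had a positive fold. Over all genes 43 were called, all higher, and adjusted over the list alone 47. Under upper-quartile scaling 51 of the 54 had a positive fold, and under library size alone 53. The call did not hold under fry (adjusted p = 0.41) or with an estimated correlation (adjusted p = 0.94). Without tumour 3 the shift was 0.27 (adjusted p = 0.062 by camera). Over all alternatives the adjusted p lay between 1.66e-10 and 0.97. The call did not hold within both pairs of libraries either. In tumours 3 and 4 the shift was 0.87 and 59 of 68 genes were called. In tumours 1 and 2 the shift was -0.00835 and 1 of 43 genes was called. The difference between the pairs, tested as an interaction, was 0.93 (adjusted p = 1.12e-18 by camera over the 6 sets). Oxidative phosphorylation genes also differed between the pairs, by 0.44 (adjusted p = 2.55e-05 by camera). Both tests used the preset correlation, and neither fry nor an estimated correlation was run on them. The pairs were noticed in these data and hold 2 animals each, and these p-values rest largely on agreement among the genes of a set. Outside the clustering features, edgeR called 3 genes for this interaction, Rpl32, Rps24 and Rps26, with 183 genes at an unadjusted p under 0.05. Ribosomal-protein genes have many processed pseudogenes, and how reads shared with these were counted is not stated in the labels.

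Stem or glial markers were counted per cell after thinning to 500 UMIs. Any of the 9 markers was seen in 9.40%, 9.43%, 15.2% and 19.2% of cells outside the microglial and endothelial classes in tumours 1 to 4, a mean of 13.3% ± 4.77 (SD, n = 4). Thinning to 1000 UMIs moved the mean most, to 27.2%, and unthinned it was 22.4%. The background class held 18 microglial or endothelial cells with a median of 1311 UMIs, against 854.5 in the other cells. Any marker was seen in 15 of these 18 cells. Nes was seen in 8, Id1 in 9, Vim in 6 and Prom1 in 1 of them, against 2.42%, 1.73%, 4.19% and 0.729% of the other cells. For Nes, Id1 and Vim the exact 95% intervals of both shares did not overlap, so these cells do not measure free RNA of these markers or of the list, and no background was obtained for them. Olig2, Olig1, Sox2, Gfap and Sox9 were seen in 0 of 18 background cells, which allows a share of up to 16.7% (exact upper bound 18.5%), so these cells set no usable background for them either. Olig2 was seen in 0.593% and Sox9 in 5.83% of the other cells. The Sox9 share was 1.14%, 2.64%, 5.37% and 8.48% in tumours 1 to 4, a mean of 4.41% ± 3.23 (SD, n = 4), and its exact 95% interval was 0.311 to 2.89% in tumour 1 and 6.85 to 10.3% in tumour 4. Olig1 was seen in 23.1% of 39 oligodendrocyte-like cells and in 0 of 461 cycling progenitor-like cells, which allows a share of up to 0.651% with a UMI after thinning (exact upper bound 0.797%). Unthinned, 5 of the 461 cells (1.08%) had an Olig1 UMI.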

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

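Alternatives that keep tumours 1 and 2 or tumours 3 and 4 alone, drop or change the mitochondrial limit, or skip centring by library were chosen after the data were examined. So were the set tests under upper-quartile scaling, thinned sums, other resolutions, doublets kept and deeper cells.

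The mean CPM of Prkaa1 (4.83 to 8.86) and Prkaa2 (6.91 to 15.7) moved by less than 1 SD between tumours under all 6 alternatives. The comparison of Cre-lineage with other cells was not run under any alternative. After the filters, no setting had 20 reference cells in every tumour. At resolution 2, tumour 4 had 24 vessel, meningeal or immune cells, but tumours 1 to 3 had 8, 7 and 11.

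The cycling progenitor-like share (20.4%) was 28.4% at resolution 0.5, 23.6% with doublets kept, 22.8% with at least 1000 UMIs and 500 genes, 29.7% by the class with the most marker UMIs, 18.1% with no mitochondrial limit and 35.8% without centring. The granule neuron-like share (27.4%) was 33.9% at resolution 0.5, 38.5% with doublets kept, 36.7% by marker UMIs, 32.9% with no mitochondrial limit and 33.9% without centring. With doublets kept, 356 of the 804 granule neuron-like cells came from another cluster with Pde1c among its leading genes, named by 5 markers. In the main setting the cluster led by Pde1c and Abca4 had 1 such marker and stayed unnamed, so naming contributed to this move. The causes of the other moves were not tested. The other 6 values of the first share and 7 of the second stayed within 1 SD. The unnamed share (49.5%) was 6.27% by marker UMIs, 35.0% at resolution 0.5, 35.2% with doublets kept and 27.6% without centring. With a mitochondrial limit that leaves out rRNA it was 43.6%. By marker UMIs, granule-lineage progenitor-like cells made up 24.2%, with 15.2%, 13.8%, 34.2% and 33.7% in tumours 1 to 4. Some alternatives named further clusters. Microglia-like clusters appeared at resolution 2, without centring and under both changes of the mitochondrial limit, which also gave fibroblast-like and astrocyte or radial glia-like clusters. The latter held 5.26%, 3.27%, 0.542% and 1.42% of cells in tumours 1 to 4 with the limit without rRNA and 1.07%, 0.394%, 0% and 0.377% with no limit.

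The count of 701 genes was 1225 without the filter on low counts (more genes tested), 314 with sums thinned to one total, 120 with at least 1000 UMIs and 500 genes (tumour 2 left out, since its sums had under 20 cells), 382 with DESeq2, 273 in tumours 1 and 2 and 1106 in tumours 3 and 4. The cause was not tested for DESeq2. Without the replicate block it was 206, all 206 among the 701, because the difference between tumours then enters the error. Leaving out each tumour gave 364 to 784, the lowest without tumour 4 and 443 without tumour 3. DESeq2's 382 calls were all among the 701, with the same sign. Of called genes, 19 changed sign in tumours 1 and 2 alone and 1 in the deeper cells, and none under the other alternatives. Of 295 values of the 16 named genes called in the main setting, 290 kept their direction and their side of the threshold, 5 lost significance and 0 changed sign.

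For ribosomal-protein genes, fry and an estimated correlation use the same shift of 0.48 and change only the adjusted p, to 0.41 and 0.94. It was -0.00835 in tumours 1 and 2. Leaving out each tumour gave 0.27 to 0.67, with adjusted p = 0.062 without tumour 3. The other sets were past the threshold in no alternative, and their shifts changed sign as follows. Glycolysis (-0.11) was 0.0022 with no mitochondrial limit and 0.071 with the limit without rRNA, and -0.57 to 0.12 leaving out each tumour. Lipid and sterol synthesis (-0.34) was 0.16 in tumours 1 and 2 and -0.33 to 0.24 leaving out each tumour. The mTORC1 set (-0.22) was 0.33 in tumours 3 and 4 and 0.32 in deeper cells. Oxidative phosphorylation (-0.012) was 0.056 without the filter, 0.17 in tumours 3 and 4, 0.017 at resolution 0.5, 0.0016 at resolution 2, 0.020 with doublets kept, 0.019 in deeper cells, 0.014 with no mitochondrial limit, 0.024 with the limit without rRNA, 0.073 without centring and -0.13 to 0.047 leaving out each tumour. The cause was not tested.

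The share of cells with any stem or glial marker (13.3%) was 27.2% after thinning to 1000 UMIs, which leaves out 1388 cells, and 22.4% unthinned, since a deeper cell shows more of its transcripts. The mean correlation across the pairs of libraries (0.66) was 0.52 with at least 50 UMIs and 0.76 over all barcodes, and that within pairs (0.90) was 0.92 in both. The cause was not tested.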

Other observations

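The tests of splits of the sums, of transcript length in the whole-tumour profiles and of the Cre transgene were chosen after the result was seen. The other tests were set down before their result was known, for patterns already noticed in these data. In 25 sets of 4 per-tumour values, 0 had a tumour beyond Dixon's 95% limit.

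The 701 genes called between the classes were set against the other splits of the 8 sums. Of the 8 splits that part both sums of every tumour, 1 gave as many calls, the real one, and the others gave 0. With 8 splits the share cannot fall under 0.05, so chance is not excluded by this count. The 27 remaining splits leave both sums of some tumour together. Without the block, 2 of all 35 splits gave at least the 206 calls of the real one. The other was tumours 1 and 2 against tumours 3 and 4, with 637 calls. The tumour block removes that difference in level from the count of 701. It does not remove class differences that themselves differ between the pairs. The 701 include 43 ribosomal-protein genes, of which tumours 1 and 2 alone gave 1 call and tumours 3 and 4 alone 59. A further limit is that 19 of the called genes changed sign in tumours 1 and 2 alone.

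Tumours 1 and 2 stood apart from tumours 3 and 4. The tables argue against mitochondrial transcripts (median r across the pairs 0.65 without them), against a different makeup of classes (0.46 in cycling progenitor-like sums alone), against depth (0.55 after thinning to 232158 UMIs each) and against GC content (Spearman's rho -0.084). Without mitochondrial transcripts, in cycling progenitor-like sums and after thinning, all correlations across the pairs stayed below both correlations within them. Transcript length is a candidate explanation. The log2 ratio of tumours 1 and 2 over 3 and 4 rose with transcript length across genes (rho 0.56), against 0.17 for tumour 1 over 2 and 0.045 for tumour 3 over 4. Its median was -0.89 over the 2563 genes with the shortest transcripts and 0.49 over the 2561 with the longest. A difference in priming, RNA quality or read alignment might act this way, and none of these can be read from the tables. The labels give no batch, and no biological explanation was tested.

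The rise of ribosomal-protein genes in cycling progenitor-like cells was seen in tumours 3 and 4 only. Fewer ribosomal counts in tumours 1 and 2 (1.76% of UMIs in the sums, against 4.36%) could hide it, but with the counts of tumours 3 and 4 thinned to that share and depth the shift stayed at 0.84 (0.77 to 0.89 in 20 draws). Genes of like transcript length differed between the pairs by 0.12, against 0.88 for ribosomal genes, which argues against length as the whole cause. Dilution by RNA from other cells would shrink all folds, and 476 called genes outside the set kept a median ratio of 0.87. These genes were called over all 4 tumours, which favours genes whose folds held in tumours 1 and 2. So the ratio does not exclude some dilution. Transcript length and other properties of the libraries stay open, and so does a difference between the animals, which was not tested.

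The Cre transgene, a feature chosen here after its values were seen, had 6, 1031, 636 and 2296 UMIs in tumours 1 to 4, or 6.22, 732, 955 and 1582 CPM. All 4 mice are labelled as carrying hGFAP-Cre. A trait shared by the libraries of tumours 1 and 2 is not a likely cause, since tumour 2 had 732 CPM. A tumour without recombination is not likely either, because the SHH target Gli1 was at 210 CPM in tumour 1, above 111, 37.5 and 57.9 CPM in the others. Over all barcodes Prkaa1 was at 19.7 CPM in tumour 1 and at 7.10, 4.50 and 4.13 CPM in the others, while Prkaa2 at 11.4 CPM lay inside their range of 4.26 to 16.5. Incomplete deletion in tumour 1 was not tested and stays open, as do a different transgene copy, loss of its expression and a wrong label.

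Xist had 0, 0, 0 and 1547 UMIs in tumours 1 to 4, while Ddx3y had 73, 114, 53 and 0 and Eif2s3y had 176, 139, 61 and 0. The labels give no sex. In tumour 1, 3970 of 3975 Sntg2 UMIs came from 1 barcode. In tumour 2, 2750 of 4614 Ttr UMIs came from 1 barcode. Gm16228 had 5344 and 4883 UMIs in tumours 1 and 2, of which 2471 and 1615 came from 1 barcode each, and 0 in tumours 3 and 4. It led the unnamed cluster that also had Apoe and Lyz2 among its leading genes, although 139 and 277 of the 523 cells of that cluster came from tumours 3 and 4. These genes were chosen after their values were seen.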
